A study of Homo sapiens with 6 samples. Its data were reported in "Splicing Factor PQBP1 Curtails BAX Expression to Promote Ovarian Cancer Progression" (2024).

How the data were processed

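Full-length cDNA from HEY cells, an established line of human ovarian cancer cells, was sequenced as long reads on an Oxford Nanopore instrument. The labels give 6 samples, 3 of shNC (a control hairpin) and 3 of shPQBP1 (a hairpin against PQBP1 that doxycycline switches on). All 6 were labelled day 3. The shPQBP1 samples were labelled with doxycycline at 1 µg/ml and the shNC samples with no treatment, so the hairpin and the drug differ together between the groups.

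According to the methods, the authors kept reads above a minimum quality and length, removed ribosomal RNA, mapped the reads to hg38 and merged them into transcripts. The submitters' processing notes name minimap2 2.18 and DESeq 1.18.0. The methods give DESeq for differentially expressed genes, while the deposited table names it for values per transcript. The annotation release was not given in the sources used here. Per the file headers, the deposited table lists for each transcript the authors' FDR, the authors' log2 fold change and a call of up, down or normal at an FDR of 0.05 and a fold change of 2. Each of these columns compares 3 libraries with 3 others that the header names by codes only. The codes match no label of a sample, so the header does not tell which of the 2 sides is the knockdown, and the sides are left unnamed here. "Called up" and "called down" are the words of the table. Most transcripts have no values in these columns, and a transcript was taken as tested where the authors gave it an FDR. The calls followed from the printed FDR and fold change, with 0 differing.

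The table also holds 12 columns of counts and CPM per library, which bear the same codes. Because no code is tied to a labelled sample, these columns were left out of every step, although the header shows which 3 the authors set against which. Depth per sample is therefore not analysed here, no replicate spread is given beside a fold change, and the precision of a value is only as far as the authors' FDR shows it. The tests planned before the data were examined (on counts of genes, transcripts, exon inclusion and gene lists) need these columns and were not run. The tests below were chosen after the table had been seen. The gene lists themselves, 41 in number, were fixed before the data were examined.

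Transcripts were matched by Ensembl identifier to GENCODE 44 on GRCh38, the build of the table. Of 98500 annotated transcripts listed, 94994 were found (96.4%), and of those tested 21506 (97.1%). Gene symbols, biotypes, lengths and coordinates came from that annotation. Symbols were not taken from the table where the gene identifier was found, since 12 of its symbols had turned into dates. For 6 transcripts the fold change had been altered by a spreadsheet. All 6 were called down and were read as minus infinity. Transcripts that the authors assembled from the reads have no structure or coordinates in the table, so their exons are not analysed here. Where a fold change was infinite, 1 side was listed at 0 and only the call was used.

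A gene was counted as called up (or down) if at least 1 of its transcripts was. Each gene list with at least 3 tested genes was tested on both sides with an exact two-sided test, a hypergeometric draw within strata of genes with similar numbers of tested transcripts, summed over strata. The 80 p-values, from 40 lists, were adjusted by Benjamini-Hochberg. The background was the 10347 genes with a tested transcript. The test treats genes as independent, so that p-values of co-regulated lists are too small. Correlation between genes was not estimated, since the count columns were left out, and no count was adjusted over the list alone, since the table gives no unadjusted p. Lists of 40 genes were simulated from these 10347 genes, drawn in proportion to their tested transcripts and with calls independent between genes. Of 2000 lists without an effect 4.35% had p under 0.05, and 86.8% of lists with 3 times the odds did. The simulation says nothing about co-regulated lists. Nor does it give the power for lists with fewer tested genes, as many here had, or after adjustment. Without the strata, 17.8% of lists without an effect passed. The same test was applied to 271 KEGG pathways named in the table with at least 10 tested genes. Transcript classes were compared by Fisher's exact test (two-sided, 4 tests, Benjamini-Hochberg). Transcripts of a gene share reads and are not independent replicates. Cassette exons were taken from annotated tested transcripts where one transcript includes the exon and another joins its neighbours directly. They were counted without a test. Intervals are 95% bootstrap intervals from 1000 draws of genes, or exact binomial ones.

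Named genes followed a rule set before the data were examined, as far as it could be applied. PQBP1, BAX, BCL2 and BCL2L1 were always named, then the 10 genes with the largest finite fold change on each side, and for each list described up to 3 members with the lowest FDR among those called. Not every gene that the rule takes is named. A value given for a gene is that of 1 transcript. IFI27, CDK1 and FDFT1 therefore appear with different values, from different transcripts, in different passages. The parts of the rule on mean CPM, on overlap of the groups and on shares of transcripts need the unused columns and were dropped. The 10 genes with the lowest FDR on each side were added after the values were seen, as were CDKN1A, BID, PDPN and the genes named for the exons and for transcripts called both ways. Other thresholds on FDR and fold change, finite fold changes alone, annotated transcripts alone, subtraction of the median and the list test without strata were also tried. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.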

Results

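The transcriptome of HEY ovarian cancer cells was profiled by long-read Nanopore sequencing of cDNA with or without knockdown of PQBP1, a nuclear protein that takes part in pre-mRNA splicing. There were 3 shNC samples and 3 shPQBP1 samples, which the series describes as biological replicates. Doxycycline at 1 µg/ml was given to the shPQBP1 samples alone, and so the effects of the drug and of the hairpin cannot be told apart. The comparison asks which transcripts, genes and splice forms change when PQBP1 is depleted. All fold changes and calls are those of the authors' deposited table, which gives neither a spread per group nor the names of its 2 sides. Depth per sample is not analysed here.

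Transcripts of PQBP1 were examined first, as the target of the hairpin (ENSG00000102103, chromosome X, 48890197 to 48903402, GRCh38). The authors' deposited table lists 9 PQBP1 transcripts, of which 4 were tested and 3 were called down. The annotated transcript ENST00000376563 had a log2 fold change of -2.86 in the authors' deposited table (FDR 3.58e-12). ENST00000447146 was at -2.12 (FDR 3.25e-10) and a newly assembled transcript at -2.42 (FDR 3.1e-05) in the authors' deposited table. The other tested transcript, ENST00000376566, was at -0.25 in the authors' deposited table and was not called (FDR 0.964).

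BAX, the pro-apoptotic member of the BCL2 family on which the study centred (ENSG00000087088), lies on chromosome 19 from 48954815 to 48961798. Of its 16 tested transcripts, 12 were called up and 0 down in the authors' deposited table. The annotated transcript ENST00000345358 was not called in the authors' deposited table, with a log2 fold change of 0.02 (FDR 1). ENST00000293288 was called up in the authors' deposited table, at 1.13 (FDR 0.00013). The other 11 up calls in the authors' deposited table fell on newly assembled transcripts, with values of up to 3.97, and with annotated transcripts alone BAX had 1 up call. Exon 2 of ENST00000345358 spans 52 bp (48955548 to 48955599). Both annotated BAX transcripts that the authors' deposited table tests include this exon. The annotated transcript that skips it, ENST00000515540, is listed in the authors' deposited table but has no test, and the newly assembled ones have no exon structure there. A change in exon 2 inclusion was therefore not measurable from these columns.

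BCL2L1, an anti-apoptotic relative of BAX (ENSG00000171552, chromosome 20, 31664452 to 31723989), had 8 tested transcripts and 1 up call in the authors' deposited table, on a newly assembled transcript (FDR 4.04e-05). Its annotated transcripts ENST00000307677 and ENST00000376062 were at -0.43 (FDR 0.0253) and -0.61 (FDR 0.0408) in the authors' deposited table, short of the fold threshold. BCL2, an anti-apoptotic gene (ENSG00000171791, chromosome 18, 63123346 to 63320128), had 3 transcripts in the authors' deposited table and 0 of them tested. Among 11 tested pro-apoptotic genes of the family, 6 had an up call and 1 a down call in the authors' deposited table, against 3.51 and 1.93 expected (adjusted p = 0.471 and 0.970, exact test). Besides BAX, the lowest FDRs in this list were those of PMAIP1, a p53-inducible activator of apoptosis, at 2.24 in the authors' deposited table (FDR 2.2e-31), and BIK, another pro-apoptotic member, at 5.21 (FDR 2.85e-21). The down call in the authors' deposited table was that of BID, which links death receptors to mitochondria, at -1.15 (FDR 2.96e-05).

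**Figure D1:**
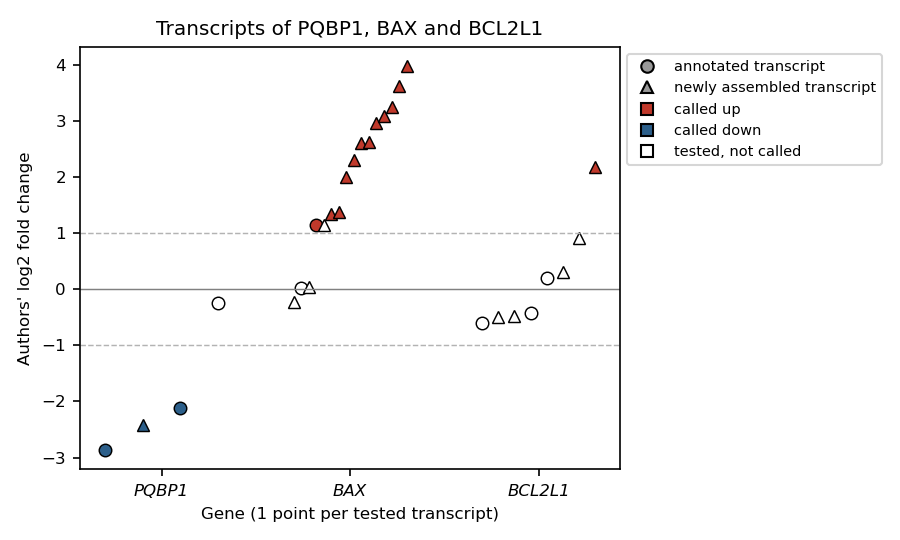
Log2 fold change (y axis, from the authors' deposited table) of each tested transcript of PQBP1, BAX and BCL2L1 (x axis), with circles for annotated and triangles for newly assembled transcripts, red for called up, blue for called down and white for not called, and dashed lines at a fold change of 2. Of the PQBP1 transcripts, 3 of 4 lie at -2.12 or lower, while 12 of 16 BAX transcripts are called up in the authors' deposited table, 11 of them newly assembled.

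Genome-wide, 30377 of the 114896 transcripts listed in the authors' deposited table were tested. Among these the authors' deposited table calls 4927 up (16.2%) and 2363 down (7.78%). At a fold change of 4 the calls numbered 3377 up and 448 down, and without a fold threshold 5460 up and 3607 down. Of 10347 genes with a tested transcript, 2441 had up calls alone, 1206 had down calls alone and 87 had both in the authors' deposited table. The median of the finite log2 fold changes in the authors' deposited table was 0.09. An infinite fold change was given to 777 transcripts, 678 of them called up, and minus infinity to 6.

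The genes with the largest finite fold changes among the up calls included several antiviral genes. IFI27 and MX2, both induced by interferon, were at 8.34 and 8.04 on the log2 scale in the authors' deposited table, and IRF7, the transcription factor that amplifies the interferon response, was at 7.77 with all 11 tested transcripts called up. EGR1, an immediate early transcription factor, stood at 7.85 in the authors' deposited table (FDR 2.61e-88). CGB7, a chorionic gonadotropin beta gene, led at 8.98 in the authors' deposited table, but it has near-identical neighbours that can share its reads and is uncertain. RGS12, LCE1E, DHRS2 and DNASE1L2 had values from 7.76 to 8.78 in the authors' deposited table. LCE1E also has close paralogs.

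By lowest FDR, the leading up calls in the authors' deposited table were DDIT3, the stress-induced factor CHOP, at 5.94 (FDR 2.3e-191) and SLC3A2, the heavy chain of amino acid transporters, at 5.60 (FDR 4.35e-189). All 8 tested DDIT3 transcripts and 16 of 17 SLC3A2 transcripts were called up in the authors' deposited table. ISG15, a ubiquitin-like interferon-induced protein, was at 6.39 in the authors' deposited table (FDR 3.79e-152). SAT1, which acetylates polyamines, was at 6.16 and YBX3, a cold shock domain protein, at 5.46 in the authors' deposited table. The leading transcripts of SAT1, YBX3, SRA1 and RAVER2 were newly assembled, as were those of RGS12, LCE1E and IRF7 above. SAT1 had 4 of 8 tested transcripts called up. For SETD2, PTDSS1 and DTL the leading transcript was also newly assembled, and most other transcripts were not called. The authors' deposited table calls 1 of 5 SETD2 transcripts up (4.08), 2 of 6 for PTDSS1 (3.89) and 2 of 5 for DTL (3.89). SRA1 and RAVER2 each had all 3 tested transcripts called up in the authors' deposited table, with 4.71 and 4.25 for the ones with the lowest FDR.

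Down calls were smaller in size. By lowest FDR, the authors' deposited table gives ESM1, an endothelial-type secreted proteoglycan, at -2.62 (FDR 7.69e-59), TM4SF1, a membrane protein, at -2.16 and CAV1, the coat protein of caveolae, at -2.73. The metallothioneins MT2A and MT1E, which bind zinc and copper, were at -2.08 each in the authors' deposited table, with 2 of 2 and 6 of 7 transcripts called down. TMSB4X, which sequesters actin, was at -2.12, G0S2, an inhibitor of lipolysis, at -2.00, and RPL22L1, a ribosomal protein paralog, at -2.03 in the authors' deposited table. LDHA had all 9 tested transcripts called down in the authors' deposited table, led by -1.98. HSP90AA1, the inducible cytosolic HSP90, had 8 of 9 called down, led by -2.04 in the authors' deposited table. The largest finite down folds in the authors' deposited table were those of single transcripts of ATRX (-4.91, FDR 1.4e-07), NSRP1 (-4.87), ANO7 (-4.60), LRRC58 (-4.52), FDFT1 (-4.52), CDK1 (-4.39), CPNE3 (-4.31), CDA (-4.25), HNRNPA1 (-4.22) and TGM2 (-4.20). Their FDR ranged from 1.4e-07 to 0.0450 for CDK1 in the authors' deposited table. HNRNPA1, TMSB4X, HSP90AA1, RPL22L1 and the metallothioneins have pseudogenes or close paralogs that can share reads and are uncertain.

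Of the 40 gene lists tested, 6 held more genes with an up call than genes with as many tested transcripts did. Interferon-stimulated genes stood out, with 31 of 35 called up and 0 called down in the authors' deposited table, against 9.73 and 5.16 expected (adjusted p = 2.31e-12 and 0.0380, exact stratified test). The lack of down calls did not pass under 5 of the 7 other settings (adjusted p of 0.0814 to 0.970, exact). In those 5 the count was still 0, the lowest possible, against 1.26 to 4.37 expected, so a deficit was harder to detect. OASL at 6.93, ISG15 at 6.39 and IFI27 at 7.21 had the lowest FDR among them in the authors' deposited table. In the ATF4 and integrated stress response list, 23 of 29 genes were called up in the authors' deposited table, against 8.69 expected (adjusted p = 1.27e-06, exact). Besides DDIT3 and SLC3A2, SHMT2, the mitochondrial enzyme of serine and glycine metabolism, was at 3.99 in the authors' deposited table. PSAT1 alone in this list also held a down call. Targets of p53 had 21 of 28 genes called up and 0 called down in the authors' deposited table, against 9.01 up expected (adjusted p = 5.29e-05 up and 0.0380 down, exact). Here the lack of down calls did not pass under 4 of the 7 other settings (adjusted p of 0.0938 to 0.970, exact). In those 4 the count was again 0, against 1.26 to 4.10 expected. DDB2, a DNA damage sensor, was at 2.53, PHLDA3, an AKT inhibitor, at 4.13 and SESN2, a brake on mTORC1, at 3.05 in the authors' deposited table. All 16 tested transcripts of CDKN1A, the p53-induced cell cycle inhibitor, were called up in the authors' deposited table, with 4.82 for the one with the lowest FDR. The p53 and stress lists share 2 tested genes, GDF15 and SESN2.

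NF-kappaB targets had 14 of 19 genes called up and 0 down in the authors' deposited table, against 4.06 up expected (adjusted p = 3.68e-05, exact). CXCL3 and CXCL8, neutrophil chemokines, were at 2.26 and 1.22, and NFKB2, a subunit of the factor itself, was at 5.33 in the authors' deposited table. In the histone list, 10 of 14 genes were called up and 0 down in the authors' deposited table, against 3.55 up expected (adjusted p = 0.00443, exact). H1-2 was at 2.73 and H4C8 at 3.89 in the authors' deposited table. The H4C8 transcript has the biotype of nonsense-mediated decay (NMD), the pathway that degrades mRNAs with premature stop codons. The histone list also holds replication-independent genes such as H3-3B, and core histone genes have near-identical copies that can share reads. SR proteins and their kinases, regulators of exon choice, had 13 of 17 genes with an up call in the authors' deposited table, against 5.80 expected (adjusted p = 0.00443, exact). In 5 of the 13, namely SRSF3, SRSF5, SRSF7, SRSF10 and SRSF11, other transcripts were called down in the authors' deposited table. The lead transcripts of SRSF3 and SRSF7, both newly assembled, were at -1.56 and 1.76 in the authors' deposited table. That of TRA2B, with the NMD biotype, was at 1.82 in the authors' deposited table. An up call of a gene in this list thus need not mean more coding mRNA. At a fold change of 4, the adjusted p of the SR list was 0.524 and that of the histone list 0.114 (exact).

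Cell cycle lists carried the clearest excess of down calls. Of 40 tested G2/M and mitosis genes, 22 had a down call in the authors' deposited table, against 6.99 expected (adjusted p = 1.80e-06, exact). MAD2L1, a spindle checkpoint protein, was at -1.94 and CDK1, the mitotic kinase, at -1.51, while TPX2, a spindle assembly factor, had 8 of 16 transcripts called up, led by a newly assembled one at 3.74, in the authors' deposited table. For G1/S and DNA replication, 14 of 32 genes had a down call in the authors' deposited table, against 4.13 expected (adjusted p = 0.000247, exact). GINS2, part of the replicative helicase, was at -2.12 and RRM2, a subunit of ribonucleotide reductase, at -2.75 in the authors' deposited table. Few of the replication genes passed a fold change of 4, with 2 against 1.01 expected (adjusted p = 0.970, exact).

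Of 23 cholesterol synthesis genes, 10 had a down call and 3 an up call in the authors' deposited table, against 3.07 and 5.84 expected (adjusted p = 0.00486 and 0.533, exact). SQLE was at -1.67 and FDFT1 at -1.47, 2 enzymes of squalene metabolism, whereas HSD17B7, which has a close pseudogene, was at 6.57 in the authors' deposited table, in a newly assembled transcript. Fatty acid synthesis genes had 6 of 11 called down and 0 called up in the authors' deposited table, against 1.36 down expected (adjusted p = 0.0114, exact). The elongases ELOVL5 and ELOVL6 were at -1.25 and -2.33 and ACLY, which makes cytosolic acetyl-CoA, at -1.51 in the authors' deposited table. Heat shock genes had 7 of 13 called down in the authors' deposited table, against 2.43 expected (adjusted p = 0.0380, exact), among them HSPE1 and HSPD1, the mitochondrial chaperonin pair, at -1.67 and -1.65. Subunits of OXPHOS complexes II to V had 14 of 37 called down in the authors' deposited table, against 6.63 expected (adjusted p = 0.0369, exact). Of the complex I genes, 4 of 36 were called down and 10 called up in the authors' deposited table, against 6.37 and 11.9 expected (adjusted p = 0.706 and 0.863, exact). The ATP synthase genes ATP5MC3, ATP5F1C and ATP5MC1 were at -1.50, -1.53 and -1.66 in the authors' deposited table. The fatty acid and heat shock calls were lost without a fold threshold (adjusted p = 0.0580 and 0.0691, exact), and the heat shock call also with the median subtracted (0.0569). At a fold change of 4 both lists were lost (adjusted p = 0.524 and 0.373, exact), and the OXPHOS list had 1 gene against 1.66 expected (adjusted p = 1, exact).

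Cytosolic ribosomal proteins had fewer up calls than other genes, 13 of 78 against 33.3 expected in the authors' deposited table (adjusted p = 1.49e-05, exact), and 29 with a down call against 19.1 expected (adjusted p = 0.0635). These genes have many tested transcripts, and without strata for that number the first adjusted p was 0.444. They also have many pseudogenes that can share reads. RPL17 and RPL34 were at -2.14 and -1.67, and a transcript of RPS19 with the NMD biotype was at 4.70, in the authors' deposited table. The remaining 27 lists did not pass on either side, with a lowest adjusted p of 0.0805. Core spliceosome genes were among them, with 14 of 49 called up and 7 called down in the authors' deposited table (13.9 and 7.36 expected). So were PQBP1 and its splicing partners, with 2 of 12 called up and 3 called down in the authors' deposited table, including DHX15 at -1.44 and BUD31 at 1.27. Of 18 NMD factors, 6 were called up and 1 down in the authors' deposited table (5.15 and 2.68 expected). Markers of other cell types were scarce. No immune marker had a tested transcript. Of 4 endothelial or fibroblast genes, the authors' deposited table calls 2 up and 1, PDPN, down (0.805 and 0.389 expected), and of 5 neuronal genes 3 up and 0 down (1.32 and 0.712 expected).

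**Figure D2:**
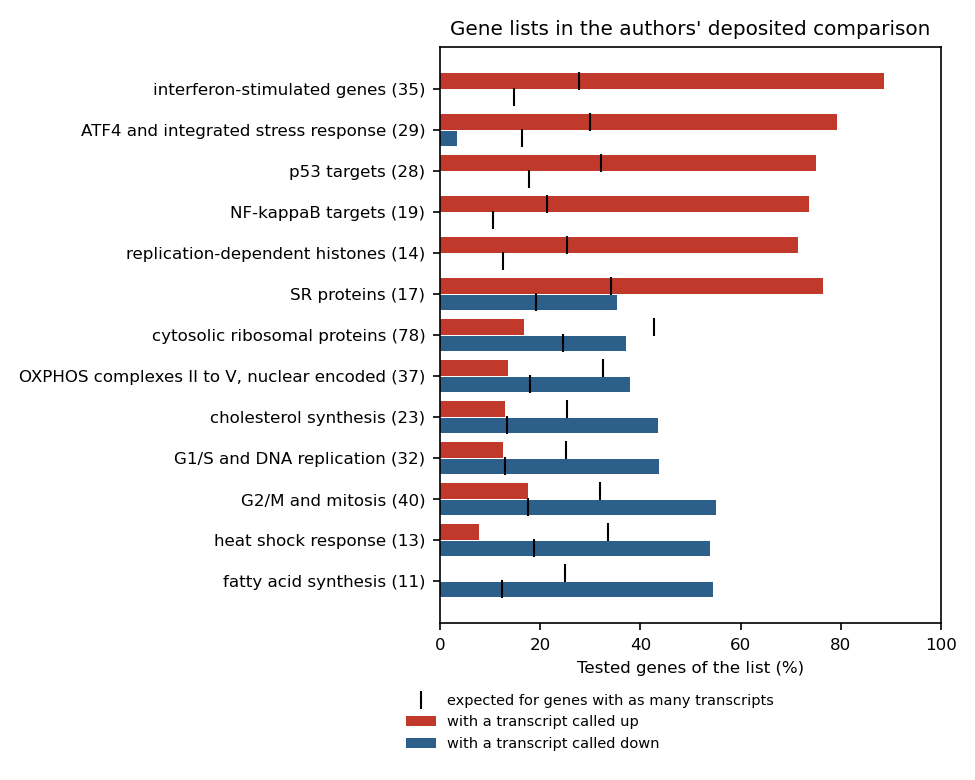
Share of tested genes (x axis, percent) with a transcript called up (red) or down (blue) in the authors' deposited table, for the 13 gene lists that passed on at least 1 side, with the number of tested genes in parentheses. Black ticks mark the share expected for genes with as many tested transcripts, which interferon-stimulated genes exceed by most on the up side (31 of 35 genes).

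Transcript classes differed in how their calls divided. Annotated transcripts with the NMD biotype had 409 up and 74 down calls among 2115 tested in the authors' deposited table, and protein coding ones had 2314 and 1580 among 19303. The odds of an up call over a down call were 3.77 times higher in the NMD class (adjusted p = 1.40e-29, Fisher's exact test across transcripts, two-sided). Retained intron transcripts, 32 tested, had 4 calls on each side in the authors' deposited table. Only 298 annotated transcripts of this biotype were listed, and newly assembled ones have no structure there, so intron retention was not assessed. Newly assembled mRNAs had 1890 up and 641 down calls in the authors' deposited table, an odds ratio of 1.80 against annotated mRNAs (adjusted p = 5.35e-27, exact). Among long noncoding RNAs the authors' deposited table calls 64 of 112 annotated transcripts up and 5 down, and 168 of 211 newly assembled ones up and 7 down. Against annotated mRNAs the odds ratios were 7.80 (adjusted p = 1.00e-08) and 14.6 (adjusted p = 2.60e-25) by Fisher's exact test. Most listed long noncoding RNAs were tested, 112 of 118 annotated and 211 of 242 newly assembled, against 22156 of 98500 annotated mRNAs. An infinite fold change was given to 13 of the 64 and 79 of the 168 up calls, against 352 of 2805 for annotated mRNAs. These odds ratios were not computed without infinite fold changes. How far they reflect which transcripts were listed, or depth, was not tested.

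**Figure D3:**
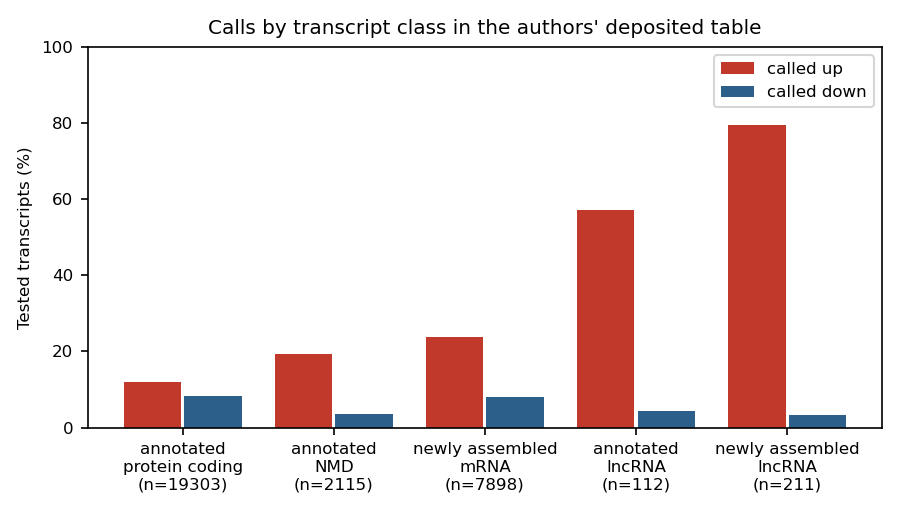
Percentage of tested transcripts called up (red) or down (blue) in the authors' deposited table, by transcript class, with the number tested (n) under each class on the x axis. Up calls make up 19.3% of annotated NMD transcripts and 79.6% of newly assembled long noncoding RNAs.

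To look at exon choice, tested annotated transcripts were compared for 4294 cassette exons of 2771 genes. In the authors' deposited table the transcripts that include the exon had the higher call for 631 exons (520 genes). Those that skip it had the higher call for 466 exons (394 genes), while 3186 were alike and 11 held calls both ways. A higher call includes up against not called and not called against down. For the 4239 exons with finite values on both sides, including minus skipping transcripts had a median log2 difference of 0.08. Of these differences, 54.3% were positive. Up against down within 1 exon was seen for 8 exons with the including side up and 2 with the skipping side up in the authors' deposited table. The same pair of RPS6KB1 transcripts gave 1 exon on each side. In BIRC5, the apoptosis inhibitor survivin, the transcript with a 165 bp exon (chromosome 17, 78222828 to 78222992) was at 2.22 (FDR 0.0428) in the authors' deposited table, and the skipping ones averaged -1.05. In SNRPA1, a protein of the U2 snRNP, the transcript without an 80 bp exon (chromosome 15, 101286214 to 101286293) was at 1.70 and the one with it at -1.14 in the authors' deposited table. The up transcripts of BIRC5 and SNRPA1 have the NMD biotype, as does that of RPS6KB1, while that of ATP5MJ is protein coding. The split of these exons may therefore overlap with that of the NMD class. Among the exons with opposite calls one of ZNG1E had the largest difference, but that gene has near-identical copies and is uncertain. These exons were counted without a test, since the columns per library were left out.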

Values the study reported

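The study reported, from its own splicing analysis of the Nanopore reads, that skipped exons made up 63.41% of the splicing events that differed on PQBP1 knockdown, 2340 of 3690. From short-read data it gave 1046 events of exon inclusion and 993 of exon skipping on PQBP1 depletion. For BAX, its analysis of the Nanopore reads gave more of the full-length form and less of the short, exon-skipping form on PQBP1 knockdown. By RT-PCR and in a minigene assay it also reported more inclusion of that exon on PQBP1 depletion.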

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

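All alternatives given here were chosen after seeing the data, and the cause of each change was not tested unless stated. No paired analysis was possible because the columns of the table are not tied to replicate numbers. The alternatives planned beforehand use the columns per library, which were left out because their codes match no labelled sample, and were not run: other normalizations and count filters, the DESeq2 test, the length offset, the block on replicate, leaving out samples, the study's unadjusted thresholds, annotated transcripts summed per gene, coding and NMD transcripts of BAX alone, other usage and exon tests, other list tests and correlations, and shares of expressed transcripts. Without a fold threshold, 3607 transcripts were called down, 217 genes had both calls and 10 lists held more down-called genes, and the adjusted p was 0.0580 for fatty acid synthesis and 0.0691 for heat shock genes. At a fold change of 4, which by construction leaves fewer calls, 448 transcripts were called down, the ratio of up to down calls was 7.54, 9 genes had both calls, 2 lists held more down-called genes, and 295 and 218 cassette exons had the higher call on the including and skipping side. There the adjusted p was 0.524 for SR proteins, 0.114 for histones, 0.970 for p53 targets and interferon genes (fewer down), 0.524 for fatty acid synthesis, 0.373 for heat shock genes and 0.970 for DNA replication. OXPHOS complexes II to V turned to 1 down-called gene against 1.66 expected (adjusted p = 1, exact). At FDR 0.01 the deficit of down calls had adjusted p 0.0938 for p53 targets and 0.0972 for interferon genes. With known transcripts only, 2805 transcripts were called up, 27 genes had both calls and 1 BAX transcript was called up, and those deficits had 0.151 and 0.0814. Without infinite fold changes the interferon deficit had 0.0823. Without strata the deficits had 0.193 and 0.0873, and the deficit of up calls in ribosomal proteins 0.444. With the median log2 fold change subtracted, heat shock genes had 0.0569. The up calls of interferon, stress, p53 and NF-kappaB lists and the down calls of mitosis and cholesterol synthesis passed under all 7 alternatives, with adjusted p of at most 0.00562. The NMD odds ratio ranged from 2.77 to 3.93 over the 5 alternatives that could change it. Depth limits were not analysed here.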

Other observations

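The pathway tests and those on infinite fold changes, on known transcripts, on length as the whole cause and on reassigned calls were chosen only after the result was seen, and the other tests after the class counts had been seen.

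Among 271 KEGG pathways named in the table, 16 held more up-called and 8 more down-called genes than genes with as many tested transcripts (Benjamini-Hochberg under 0.05, exact stratified test). The strongest was the pathway KEGG calls systemic lupus erythematosus, in which core histones make up much of the gene set, with 33 of 52 genes called up in the authors' deposited table against 11.8 expected (adjusted p = 9.66e-08). Cytokine receptor interaction had 34 of 85 (15.6 expected, adjusted p = 0.000838, exact), RIG-I-like receptor signaling 25 of 48 (12.8 expected, adjusted p = 0.0101) and Jak-STAT signaling 29 of 75 (16.2 expected, adjusted p = 0.0242). Glycine, serine and threonine metabolism, which feeds one-carbon units, had 15 of 25 (6.49 expected, adjusted p = 0.0161, exact). On the other side, DNA replication had 14 of 35 genes called down in the authors' deposited table (4.76 expected, adjusted p = 0.00842), cell cycle 32 of 109 (16.1 expected, adjusted p = 0.00612), steroid biosynthesis 8 of 17 (2.23 expected, adjusted p = 0.0259) and purine metabolism 32 of 120 (17.2 expected, adjusted p = 0.0155). Ribosome had 46 of 137 called down (28.8 expected, adjusted p = 0.0182, exact), a wider gene set than the ribosomal protein list, whose down side did not pass (adjusted p = 0.0635, exact). Some pathways close to lists that passed did not pass themselves, with p53 signaling at 24 of 55 up (15.3 expected, adjusted p = 0.177, exact) and oxidative phosphorylation at 22 of 121 down (19.4 expected, adjusted p = 0.949, exact). The same holds for fatty acid biosynthesis, with 1 of 10 down (1.03 expected, adjusted p = 1, exact), fatty acid metabolism, with 11 of 42 (5.38 expected, adjusted p = 0.253, exact), and terpenoid backbone biosynthesis, with 4 of 18 (2.05 expected, adjusted p = 0.832, exact). Fewer genes than expected were called up for regulation of the actin cytoskeleton, 19 of 134 against 34.5 (adjusted p = 0.0278, exact).

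Lysosomal and autophagy genes did not pass as a list (13 of 34 up, 10.4 expected, adjusted p = 0.706), yet NEU1, a lysosomal sialidase, was at 2.69 in the authors' deposited table (FDR 2.53e-44). MYC was called down in all 3 tested transcripts of the authors' deposited table, led by -1.95, while its list of ribosome biogenesis targets had 9 of 28 called down (4.29 expected, adjusted p = 0.133). The mesenchymal list had 8 of 24 called down (3.31 expected, adjusted p = 0.0805), among them VIM at -1.67 in the authors' deposited table.

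About 2 up calls stood for each down call in the authors' deposited table (ratio 2.09), a ratio that moved with the threshold to 1.51 without one on the fold change and to 7.54 at a fold change of 4. As the whole cause, a shift of the scale is argued against by a ratio of 1.85 (95% interval 1.70 to 2.02) once the median was subtracted. So are infinite fold changes by 1.80 (1.65 to 1.97) among finite ones, and newly assembled transcripts by 1.64 (1.52 to 1.78) among known ones. Each was taken out alone. Among annotated protein coding transcripts the ratio was 1.46, and among canonical ones 1.27 (1176 up, 924 down, median finite log2 fold change -0.06). It was higher for NMD transcripts (5.53), non-canonical coding ones (1.73) and newly assembled mRNAs (2.95). How far these classes together account for the excess was not tested. Transcript length as the whole cause is argued against by ratios of 1.52, 1.86, 1.97, 1.62 and 1.27 in 5 bins of annotated transcripts from short to long, with all 5 lower bounds at 1.05 or above. The lowest ratio, 1.27, lies above the limit set beforehand, which was set for the ratio without an interval. Its lower bound, 1.05, lies under that limit, and a part for length is therefore left open. A difference in depth between the sides, which could raise up calls of rare transcripts, was not tested.

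NMD transcripts were called up more often than coding ones. If minor isoforms in general were the reason, non-canonical coding transcripts would divide alike, but the NMD ratio was 3.19 times theirs (95% bootstrap interval 2.45 to 4.32). If whole genes were called up, the classes would not differ within a gene, but the NMD transcripts had the higher mean log2 fold change in 69.9% of 1466 genes (exact interval 67.5 to 72.3), with a median difference of 0.42. A weaker NMD or more splicing into NMD forms on one side is a candidate explanation that stays a hypothesis. Low counts of NMD transcripts and reads shared between isoforms were not tested, and the drug goes with the hairpin.

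Only 87 genes held both up and down calls, below the central 95% range of 1000 reassignments of the calls among transcripts (730 to 806, median 767). Calls thus went together within genes far more than chance spreading gives, which may come from whole-gene changes or from reads shared between isoforms. Among the 17 of these genes whose 2 extreme finite transcripts are both annotated, 5 had an NMD transcript up and a coding one down, and 0 the opposite. After the readthrough gene IQCJ-SCHIP1, the widest span was that of SRSF10, with newly assembled transcripts at 3.99 and -2.64 in the authors' deposited table.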
